A study of Mus musculus with 3 samples. Its data were reported in "Lef1 restricts ectopic crypt formation and tumor cell growth in intestinal adenomas" (2021).

How the data were processed

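Single-cell RNA-seq was run on mouse intestinal organoids, which are epithelial cells grown as small hollow bodies in a gel. There were 3 groups with 1 library each. WT organoids were wild type. LApc organoids came from mice in which tamoxifen, given at 2 mg, switches on a Cre recombinase in cells that express the intestinal stem cell gene Lgr5 and is meant to delete both copies of Apc, a brake on Wnt signalling. LApcL organoids came from mice in which the same Cre was meant to delete both copies of Lef1 as well, a transcription factor of the Wnt pathway. How complete the deletions were was not measured here. The labels give 21 days from tamoxifen to analysis for WT and LApcL, and 29 days for LApc.

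The authors made droplet-based 10x libraries and deposited, for each library, whole-number counts of unique molecular identifiers (UMIs) per gene and barcode. A UMI tags 1 captured RNA molecule, and a barcode tags 1 droplet, which usually holds 1 cell. Per the file headers, the deposited counts were made with Cell Ranger 6.0.1, a version that differs from the one in the study's methods. The files hold 32285 genes on the mouse build mm10. Only barcodes that had already been called as cells were present, with at least 500 UMIs each. The deposited counts carried no normalisation. Each library held 11411 (WT), 10706 (LApc) and 12068 (LApcL) barcodes.

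Cells were filtered after the study's methods. Within each library, barcodes in the top or bottom 1% of genes detected were left out, as were barcodes with over 20% of UMIs from the 13 mitochondrial genes. The mitochondrial limit removed much of each library: 45.5% of barcodes were over it in WT, 36.8% in LApc and 34.8% in LApcL. The filters left 6104, 6660 and 7753 barcodes. Doublets were scored with Scrublet as run by scanpy 1.11.5, in place of the study's caller. Scrublet's automatic threshold marked 0, 1 and 2 barcodes in these libraries and so did not work. The barcodes with the highest scores were therefore removed at a rate of 0.8% per 1000 barcodes, a rule written before the data were examined, which took out 298, 355 and 481. That left 5806 WT, 6305 LApc and 7272 LApcL barcodes. They held 50240924, 79690691 and 67729586 UMIs, with medians of 2889, 2689 and 2646 UMIs per barcode.

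Levels were computed from the UMIs of a gene summed over all kept barcodes of a library, as CPM, the count scaled to a library total of 1e6 UMIs. Log2 ratios are log2 of CPM + 1 against CPM + 1, so they understate the change of genes at a low level. Because each group had 1 library, no test between groups was possible and no p-value was computed. The intervals are exact at the 95% level: Poisson for sums, conditional binomial for ratios and Clopper-Pearson for shares of cells. They cover counting error only and not the spread between mice or cultures, which cannot be measured here. Intervals of UMI sums and of their ratios treat each UMI as independent, and so also leave out the spread between cells. A gene with 0 UMIs was set at a floor of 3 counts, and its fold is given as a lower bound.

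The comparisons were LApcL against LApc, for the Lef1 genotype, and LApc against WT, for the Apc genotype. The genes were fixed before the data were examined: the targeted genes, the 10 genes the study discusses in organoids, and 12 gene lists. For each comparison, the 5 genes with the highest and the 5 with the lowest log2 ratio were also named, among genes with at least 50 CPM in 1 of the 2 libraries and without mitochondrial genes. A gene that met this rule is not reported here. A list's median log2 ratio was set against 10000 random lists of the same size, matched on mean CPM in 50 bins, and its percentile describes these libraries only. List members with under 10 UMIs in both libraries were left out. All 64 genes of the lists written out gene by gene were found, 2 of them under an older symbol. The list of ribosomal protein genes was made from symbols and held 79 genes. The medians of 7 lists of class markers were added after the data had been seen. Of 92 class markers, 91 were found, and Clca4 was not. The interval and list steps were tested on simulated counts with 200 genes changed 2.0-fold. These counts were Poisson draws, so the test does not bear on the spread between cells. For LApcL against LApc, with 3119 genes, the intervals covered the true value for 94.7% of genes. For LApc against WT, with 2906 genes, they covered it for 95.3%. The direction of all 200 changed genes was recovered in both.

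Clusters followed the study's settings in Seurat 5.3.0 under R 4.3.3: log-normalisation to 10000, integration of the libraries by canonical correlation, 20 principal components, 20 nearest neighbours and Louvain resolution 0.2. Genes of the compared lists were left out of the clustering features. A cluster was called by a class name with the ending "-like" only from markers fixed beforehand. At least 3 markers had to be among its top 50 genes by fold and at least 1 among its top 10. The naming rule was tightened after the clusters had been seen: at least 3 markers also had to lead within every library with 20 or more cells in the cluster, and the minimum in the top 10 was added. Before that change clusters 1, 2 and 5 had been called enterocyte-like on the WT cells alone. In some alternatives, clusters led by histone genes had also counted as proliferating, which had turned the proliferating share of LApc against WT around. The shares of the clusters kept out are given in the report.

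Shares of cells with a UMI of a gene depend on depth, so every cell was thinned to 500 UMIs, the depth that the fixed rule gave. No kept cell was shallower. Cell-cycle phases were scored on the thinned cells with Seurat's lists of 43 S-phase and 54 G2M genes. Gene positions were taken from the GENCODE vM21 annotation of the same build, in which all 72 genes looked up were found by identifier.

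The alternatives written beforehand changed the mitochondrial limit (10%), kept all deposited barcodes, left doublets in, used Scrublet's automatic threshold, or scaled by median-of-ratios factors or without the most abundant genes. Others averaged CPM over cells, weighted clusters equally, used a pseudocount of 10 CPM, thinned all cells, set higher count minimums, used Louvain resolution 0.5, merged the libraries without integration, changed the clustering features, or left out the thinning. A further set was chosen after seeing the data, because many barcodes were present in more than 1 library: it left those shared barcodes out, or used only unshared barcodes with at least 10000 UMIs, called deep barcodes in the text. Values without shared barcodes are given beside the main ones where they matter. Adenoma libraries from mice were not analysed here.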

Results

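The data describe gene expression in intestinal organoids of 3 genotypes, WT, LApc and LApcL, with 1 single-cell library per genotype. The deposited libraries held 87185429 UMIs in WT, 118867221 in LApc and 112057783 in LApcL. Depth was uneven within each library. Among kept barcodes, 17.3% in WT, 29.2% in LApc and 21.3% in LApcL had at least 10000 UMIs, and these held 73.5%, 87.2% and 78.8% of the UMIs. CPM values therefore describe mainly the deep barcodes, while shares of cells describe mainly the shallow ones. No genotype had a replicate, so none of the differences below has a replicate check.

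A large group of barcodes occurred in more than 1 library. All 3 libraries contained the same 3195 barcodes, which made up 28.0% of deposited WT barcodes, 29.8% of LApc and 26.5% of LApcL. Of the kept barcodes, 3079 in WT (53.0%), 3076 in LApc (48.8%) and 3065 in LApcL (42.1%) were shared with another library. The mitochondrial limit spared shared barcodes: 97.4%, 98.1% and 97.9% of those deposited in WT, LApc and LApcL passed it. Of the other barcodes, 36.9%, 48.0% and 53.0% passed. That raised the proportion of shared barcodes among those kept. Kept shared barcodes were shallow, with medians of 2129, 1485 and 1576 UMIs, against 5122, 18447 and 5201 UMIs in kept unshared barcodes. The shared ones held 15.6%, 7.10% and 8.46% of the kept UMIs. The endothelial marker Pecam1 stood at 1060, 992 and 1042 CPM in the shared barcodes of WT, LApc and LApcL, against 3.96, 1.39 and 0.871 CPM in the others. The epithelial gene Epcam showed the opposite pattern, with 24.6, 115 and 52.3 CPM in shared barcodes and 1146, 1591 and 2187 CPM in the others. Shared barcodes therefore enter every share of all kept cells given here, and less so the CPM values.

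**Figure D1:**
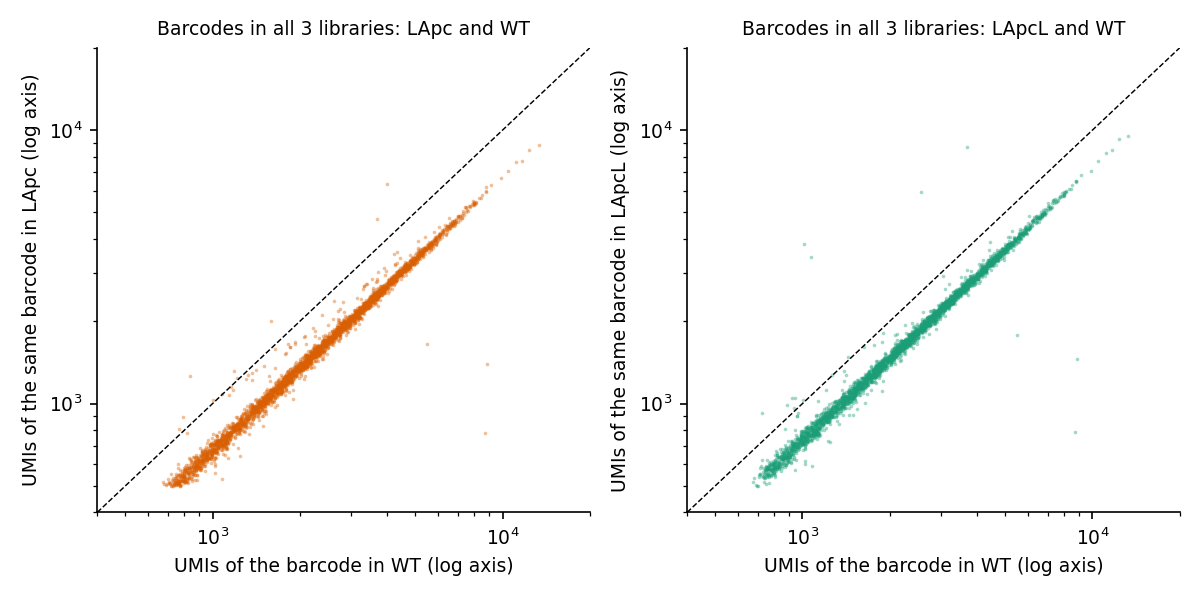
Each point is 1 of the 3195 barcodes present in all 3 libraries, with its UMI total in WT on the x axis and its UMI total in LApc (left) or LApcL (right) on the y axis, both on log axes. The dashed line marks equal totals; most points lie along a narrow band below it, with a median WT to LApc ratio of 1.48 (10th to 90th percentile 1.41 to 1.54) and a median WT to LApcL ratio of 1.36 (1.30 to 1.42), and a few lie above the line or far from the band.

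The first comparison concerned the targeted genes, since their levels check the genotype labels. Lef1 (ENSMUSG00000027985) lies on chromosome 3 at 131110471 to 131224356 on the forward strand of mm10. It had 46 UMIs in WT, 5456 in LApc and 3345 in LApcL. These correspond to 0.916 CPM (0.670 to 1.22), 68.5 CPM (66.7 to 70.3) and 49.4 CPM (47.7 to 51.1). The log2 ratio of LApcL against LApc was -0.46 (-0.53 to -0.40), and it was -0.44 without shared barcodes. The alternative that moved it most weighted the clusters equally and gave 0.026, the opposite sign. Lef1 transcripts were thus counted in LApcL at 0.721 of the LApc level. The libraries read the 3′ ends of transcripts. In the annotated transcript Lef1-201 the last of 12 exons spans 131223076 to 131224356, and the deposited counts per gene do not separate reads by exon. A transcript of the deleted gene would still be counted if its 3′ end were intact, so these counts do not measure how complete the deletion was.

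Apc (ENSMUSG00000005871) lies on chromosome 18 at 34220924 to 34322552 on the forward strand. Its level was 50.3 CPM in WT, 95.1 in LApc and 104 in LApcL. Without shared barcodes the values were 22.1, 87.8 and 95.3 CPM. The gene was thus counted at a higher level in both LApc and LApcL than in WT, and the limit stated for Lef1 applies here too.

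Whether the Lef1 genotype went with a change in stem cell and differentiation genes on the Apc-targeted background was asked with the genes the study discusses. Lgr5 (ENSMUSG00000020140; chromosome 10, 115450311 to 115587780, reverse strand) stood at 11.6 CPM in WT, 32.1 CPM (30.8 to 33.3) in LApc and 90.1 CPM (87.9 to 92.4) in LApcL. The log2 ratio of LApcL against LApc was 1.46 (1.40 to 1.53), and it ranged from 0.78 to 2.16 over the 12 alternatives. Lyz1 fell from 316 CPM in LApc to 184 CPM in LApcL, a log2 ratio of -0.77 (-0.80 to -0.74), and stood at 20.1 CPM in WT. A few cells carried nearly all of it, and the interval takes no account of this. In LApc, 24119 of 25168 Lyz1 UMIs came from the 32 cells of cluster 10, and in LApcL 12168 of 12486 came from its 72 cells. Lyz1 has a close paralog, Lyz2, and the split of reads between them is uncertain.

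Muc2, a goblet cell gene, stood at 96.6 CPM in WT, 5.97 in LApc and 13.1 in LApcL. From LApc to LApcL its log2 ratio was 1.02 (0.87 to 1.16). Within cluster 10 the Muc2 level was 508 CPM in LApc and 531 CPM in LApcL, and that cluster supplied 338 of the 476 LApc UMIs and 791 of the 887 LApcL UMIs. Chga rested on 26 UMIs in LApc and 68 in LApcL, with a log2 ratio of 0.60 that turned to -0.21 when doublets were left in. Its direction therefore depended on the doublet step. Vil1 rose from 97.8 to 129 CPM, a log2 ratio of 0.40 (0.36 to 0.44). Mki67, a gene of dividing cells, rose from 102 to 164 CPM, a log2 ratio of 0.68 (0.64 to 0.72). Vil1 turned to -0.018 when clusters were weighted equally. That alternative takes clusters with at least 100 cells in both libraries and so leaves out cluster 10, which makes it uninformative for Muc2 and Lyz1.

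**Figure D2:**
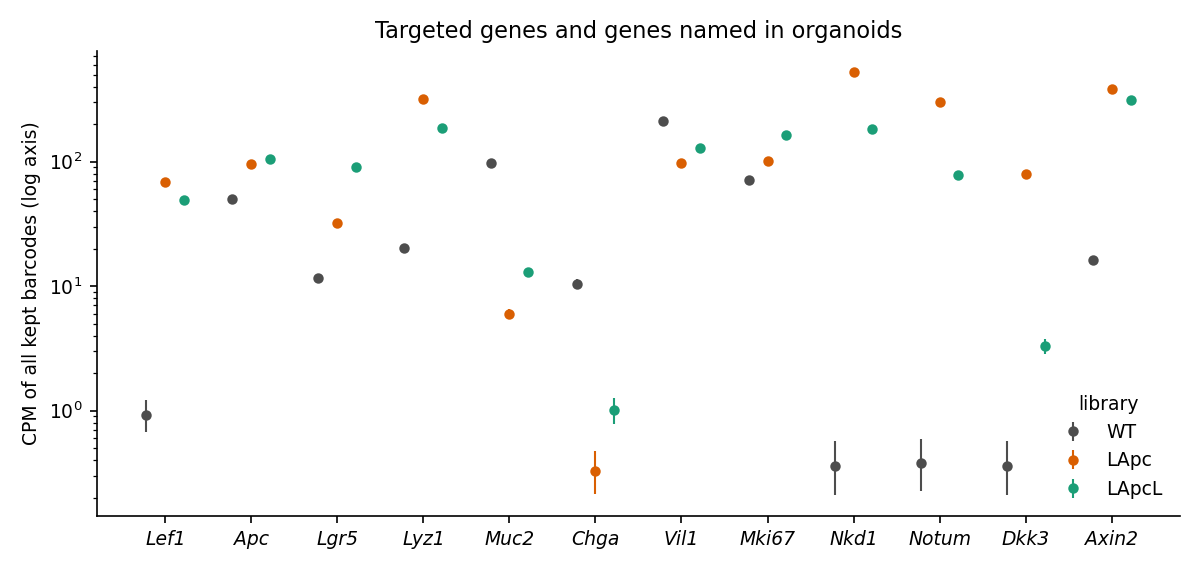
CPM over all kept barcodes (y axis, log scale) of the 2 targeted genes and the 10 genes the study discusses in organoids (x axis), with 1 point per library and bars for the exact 95% Poisson interval. Lgr5 is higher in LApcL (90.1 CPM) than in LApc (32.1 CPM), and Nkd1, Notum and Dkk3 are lower.

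Negative regulators of Wnt signalling were compared as a list of 6 genes. All 6 were lower in LApcL than in LApc. Nkd1 fell from 520 to 182 CPM, a log2 ratio of -1.51 (-1.54 to -1.48). Notum fell from 304 to 78.7 CPM (-1.94, -1.98 to -1.89) and Wif1 from 116 to 8.12 CPM (-3.68, -3.80 to -3.57). Dkk3 fell from 79.9 to 3.29 CPM (-4.24, -4.39 to -4.09). The changes of Axin2, from 384 to 313 CPM (-0.29), and Dkk2, from 53.5 to 42.6 CPM (-0.32), were smaller. Dkk2 lies on the same chromosome as Lef1, at 132085292 to 132180304. The list's median log2 ratio was -1.72 (-1.75 to -1.69), at percentile 0.0 of matched random lists, whose median was 0.035. It was -1.69 without shared barcodes and -1.75 in deep barcodes. Weighting clusters equally moved it most, to -1.15.

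The same 6 genes were higher in LApc than in WT, where they had at most 16.3 CPM (Axin2). Nkd1 and Dkk3 had 18 UMIs each in WT, and Notum had 19. Wif1 had 0 UMIs in WT, where 3 counts correspond to 0.0597 CPM, so its level in LApc was at least 1945-fold higher. The median log2 ratio of LApc against WT was 6.39 (6.30 to 6.48), at percentile 100, and it was 6.34 with Wif1 at its bound. A pseudocount of 10 CPM lowered it to 3.78, and equal weighting of clusters lowered it to 2.79.

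The scale of the 2 comparisons differed. Over 3339 genes at or above 50 CPM in 1 of the libraries, the median log2 ratio of LApcL against LApc was 0.026. For LApc against WT, over 3572 genes, it was 0.36, and it fell to 0.21 with median-of-ratios factors and to 0.18 without the most abundant genes. Medians of LApc against WT should be set against the matched random lists, whose medians lay between 0.025 and 0.34.

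In LApcL against LApc, all other lists but the sex-linked genes moved less than the Wnt antagonists. Stem cell markers had a median log2 ratio of 0.23, with 5 of 8 genes higher, at percentile 98.2. Myc-related and niche genes had a median of 0.28, with 3 of 5 higher, at percentile 96.9. Reserve stem and crypt genes had 0.13, Bmp ligands -0.22, Tcf family genes -0.13, the pair Rnf43 and Znrf3 -0.24, and ribosomal protein genes -0.092. The targeted pair had -0.17. The 10 genes discussed in organoids had a median of 0.053 with 5 genes on each side, and the median was -0.14 in deep barcodes. Fetal-like and Yap genes had 0.055, which turned to -0.093 without shared barcodes. The 5 sex-linked genes had a median of 3.06, because 4 Y-linked genes were higher in LApcL. Xist went the other way, at -9.26. Of the Y-linked UMIs in LApc, 1143 came from shared barcodes and 1 from the others. Without shared barcodes that median was 4.56.

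In LApc against WT the median log2 ratio was 1.81 for stem cell markers, 2.72 for Myc-related and niche genes, 1.24 for reserve stem and crypt genes and 2.82 for Rnf43 and Znrf3. It was 1.62 for the Tcf family, 3.04 for the targeted pair, 2.65 for the genes discussed in organoids, -0.051 for ribosomal protein genes and -2.70 for sex-linked genes. Shared barcodes weighed on some of these values. Leaving them out moved fetal-like and Yap genes from 0.94 to 3.77, Bmp ligands from 0.38 to 1.35, Myc-related and niche genes to 3.795 and the Tcf family to 2.53. It also moved the targeted pair to 3.58 and the sex-linked genes to -4.06.

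**Figure D3:**
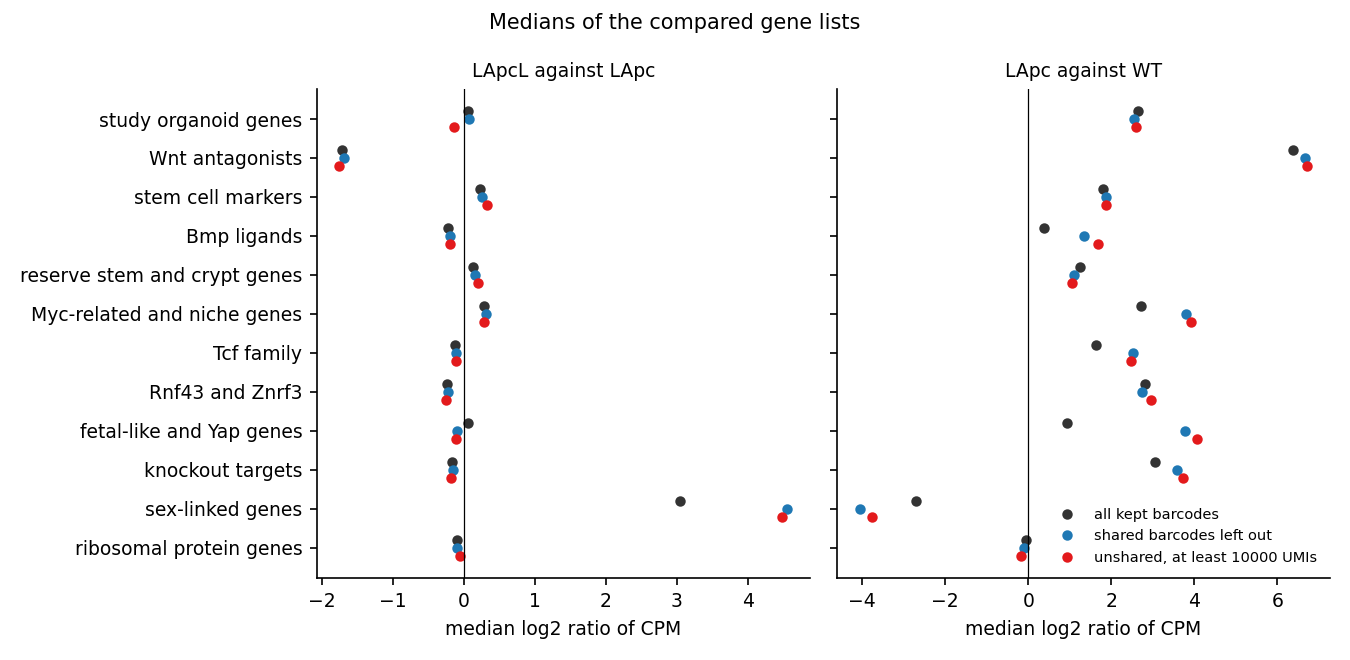
Median log2 ratio of CPM (x axis) for each of the 12 compared lists (y axis), for LApcL against LApc on the left and LApc against WT on the right; colours give all kept barcodes, unshared barcodes and deep unshared barcodes. The Wnt antagonists lie at -1.72 on the left and 6.39 on the right, and leaving out shared barcodes changes the sign for fetal-like and Yap genes on the left.

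The added lists of class markers gave these medians for LApcL against LApc: goblet 0.97, Paneth 1.31, stem 0.77, proliferating/TA 0.54, enteroendocrine 0.25, enterocyte -0.21 and Wnt-high -0.39. TA stands for transit-amplifying, the dividing progeny of stem cells. Equal weighting of clusters turned the proliferating/TA, enterocyte and Wnt-high medians to -0.18, 0.19 and 0.020. It leaves out cluster 10 and so does not bear on goblet and Paneth markers. Without doublet removal the enteroendocrine median was -0.003. For LApc against WT the medians were -2.17 for goblet, 3.69 for Paneth, 0.58 for stem, 1.07 for proliferating/TA, -1.91 for enteroendocrine, -8.14 for enterocyte and 4.45 for Wnt-high markers. Without shared barcodes the Wnt-high median was 5.86, with 8 of 8 genes higher against 7 of 8, and it was 6.05 in deep barcodes. The enteroendocrine median was -1.86 with its 1 gene at 0 UMIs set at its bound. The stem median of 0.58 turned to -0.24 at the 10% mitochondrial limit. Paneth genes of the Defa family are near copies of each other, and the split of reads among them is uncertain.

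The genes with the largest differences were named by the fixed rule. In LApcL against LApc, the 5 highest log2 ratios were those of Eif2s3y (4.30), Pigr (3.46), Gm43305 (2.85), Col14a1 (2.48) and Reg3g (2.46). The lowest were those of Xist (-9.26), Npy (-8.31), Spock2 (-6.72), Mt3 (-6.70) and Prss56 (-6.41). Npy had 26687 UMIs in LApc, 4 in LApcL and 2 in WT. In LApc against WT, the highest were Ifitm1 (9.50), Xist (9.25), Nkd1 (8.58), Npy (8.34) and Mmp7 (8.23), and among the lowest were Fabp1 (-12.56), Gsta1 (-9.91), Sis (-9.75) and Ctrb1 (-9.36). These names depend on the settings. With a minimum of 200 CPM, 2 of the 5 highest genes of LApcL against LApc remained among the 5 highest, and with a pseudocount of 10 CPM, 3 of those of LApc against WT remained. Xist and Eif2s3y are sex-linked. Reg3g, Mt3, Ifitm1 and Gsta1 belong to families of similar genes, so their counts could include reads of relatives.

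Whether the Lef1 genotype went with a change in the share of dividing cells was asked in several ways. After thinning to 500 UMIs, 168 of 5806 WT cells (2.89%, 2.48 to 3.36), 162 of 6305 LApc cells (2.57%, 2.19 to 2.99) and 249 of 7272 LApcL cells (3.42%, 3.02 to 3.87) had a Mki67 UMI. Without thinning the shares were 13.8%, 14.2% and 17.5%. In the shared, endothelial-rich barcodes the thinned shares were 0.357%, 0.358% and 0.294%. Their medians before thinning were 2129, 1485 and 1576 UMIs, against 5122, 18447 and 5201 UMIs for unshared barcodes. Over all kept cells the medians were 2889, 2689 and 2646 UMIs. Unthinned shares therefore compare unshared cells of unlike depth. The log2 ratio of LApcL against LApc for the thinned share of all kept cells was 0.41 (0.12 to 0.71). It was 0.76 in deep barcodes thinned to 10000 UMIs, with shares of 22.6% in LApc, 38.2% in LApcL and 21.2% in WT. LApc against WT had no stable direction, because the CPM of Mki67 was higher in LApc while the thinned share was lower.

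**Figure D4:**
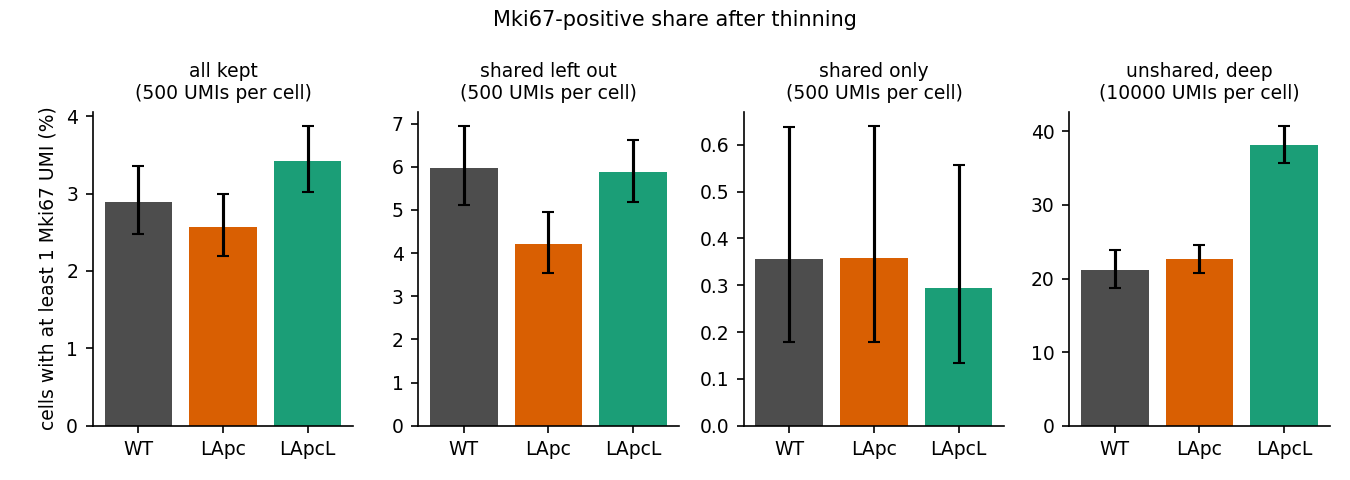
Share of cells with at least 1 Mki67 UMI (y axis, percent) in each library (x axis) after thinning, in 4 panels for all kept barcodes, unshared barcodes, shared barcodes and deep unshared barcodes, each with its own y axis and with exact 95% binomial intervals. LApcL is above LApc in all panels but that of shared barcodes, where the shares are 0.294% and 0.358%.

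Phase scores at 500 UMIs placed 14.2% of LApc and 15.6% of LApcL cells in S phase, and 24.5% and 31.5% in G2M. The WT shares were 11.7% and 23.4%. Unthinned, S phase held 5.39%, 10.1% and 13.0% of WT, LApc and LApcL cells, and G2M held 16.9%, 18.8% and 26.8%. In deep barcodes thinned to 10000 UMIs, S phase held 5.52%, 15.7% and 26.4%, and G2M held 13.4%, 14.5% and 24.1%. The S share at 500 UMIs is well above that of unthinned cells in each library, so single calls at that depth are noisy. G2M calls at 500 UMIs moved as well. With doublets left in, G2M held 17.8% of WT, 18.5% of LApc and 24.5% of LApcL cells. In LApcL the G2M cells fell from 2291 to 1900 although cells were added, so the G2M level is not stable. LApcL stayed above LApc.

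Clustering of all kept cells gave 11 clusters, of which 2 could be named. The proliferating/TA-like cluster 8, led by Pclaf, Birc5 and Cks2, held 1.86% (1.53 to 2.24) of WT, 3.06% (2.65 to 3.52) of LApc and 2.70% (2.34 to 3.09) of LApcL cells. For LApcL against LApc this gave a log2 ratio of -0.18 (-0.48 to 0.11), so a difference was not detectable at this depth. Clustered without shared barcodes, the class held 7.88% of WT, 12.7% of LApc and 11.1% of LApcL cells, and the ratio was -0.19. In deep barcodes the class was larger still and the ratio was 0.31. Cluster 7, led by histone genes and kept out of that class, held 6.58% of WT, 3.11% of LApc and 4.72% of LApcL cells.

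The Paneth-like cluster 10, led by Defa24 and Lyz1 and also by the goblet genes Spink4 and Tff3, held 85 WT cells (1.46%, 1.17 to 1.81), 32 LApc cells (0.508%, 0.347 to 0.716) and 72 LApcL cells (0.990%, 0.775 to 1.25). For LApcL against LApc its log2 ratio was 0.96. Clustered without shared barcodes, the Paneth-like class held 3.23% of WT, 0.96% of LApc and 1.925% of LApcL cells. The shares depended on the doublet step. With doublets left in, the Paneth-like class held 60 LApc cells (0.901%) and 138 LApcL cells (1.78%), both above the intervals given. The log2 ratio ranged from 0.87 to 1.53 over 8 alternatives. In the WT cells of cluster 10, Muc2 stood at 4542 CPM and Defa24 at 2024 CPM, against 508 and 41326 CPM in LApc. By these genes the WT cells of the cluster had another profile, so its WT share may not be a share of the same cells.

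No enterocyte share was compared in the integrated clusters, because the integration placed cells with unlike profiles together. In cluster 1 the enterocyte gene Fabp1 had 11622 CPM in WT, 0.315 CPM in LApc and 0 UMIs in LApcL. Cluster 1 held 15.1% of WT, 25.3% of LApc and 15.4% of LApcL cells. Cluster 2 held 16.1%, 13.8% and 22.1%, and cluster 5 held 2.86%, 5.77% and 12.3%. Without integration, an enterocyte-like cluster held 919 of 5806 WT cells (15.8%) and 0 cells of LApc and of LApcL, with exact upper limits of 0.058% and 0.051%. In deep barcodes merged in the same way it held 626 of 996 WT cells (62.9%) and again 0 of 1833 and 0 of 1545 cells, with limits of 0.201% and 0.238%. A cluster of 1 library may mark that library as well as a cell type. In the integrated clustering, clusters 0, 3, 4, 6 and 9 consisted mainly of shared barcodes.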

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

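Of the tests in this part, the comparison of deep with shallow barcodes and the search for Y-linked transcripts in the shared barcodes of LApc were chosen after the result was seen; the match of profiles between libraries was written down before it was run. A signal in data outside the comparisons drew attention: 3195 barcodes were present in all 3 libraries and carried endothelial transcripts that organoids of epithelial cells would not be thought to contain. At least 1 UMI of the 5 endothelial markers was found in 96.5%, 94.2% and 94.9% of the kept shared barcodes of WT, LApc and LApcL, against 9.17%, 9.85% and 5.23% of the others. Outside the shared barcodes, each of the 5 markers stood between 0.048 and 9.58 CPM in all 3 libraries. The abundant transcripts Igfbp7 and Glycam1, chosen after their values were seen, followed. Igfbp7 stood at 5526, 5174 and 5451 CPM in shared barcodes and at 15.1, 7.06 and 3.11 CPM in the others. Glycam1 stood at 5003, 4708 and 4633 CPM against 9.97, 0.878 and 0.887 CPM. Lyve1, a lymphatic endothelial gene, separated less in WT. It stood at 584, 558 and 577 CPM in shared barcodes and at 49.5, 0.554 and 0.435 CPM in the others.

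Chance reuse of barcodes between independent libraries would strike deep and shallow barcodes alike. Of barcodes with at least 10000 UMIs, at most 0.304% (5 of 1645, in WT) were in all 3 libraries, against 32.7%, 38.8% and 32.4% of shallower ones, which argues against chance. Cells of each mouse's own culture are also argued against. Outside the shared barcodes, LApc held 1 Y-linked UMI in 74035777, yet its shared barcodes held 1143, or 202 CPM (191 to 214), close to 216 CPM in the shared barcodes of WT and 214 CPM in those of LApcL.

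A candidate explanation is that the same cells, from a male source other than these organoids, were read into all 3 libraries. Xist stood at 93.5 CPM in the shared barcodes of LApc, 8.4 CPM in those of LApcL and 0.128 CPM in those of WT. A male source alone therefore does not account for all RNA in the shared barcodes of LApc. Within each of the 5 clusters made up mainly of shared barcodes, profiles were compared over 500 genes. For at least 99.1% of barcodes the best match in another library was the same barcode, where chance would give at most 0.893%. UMI totals of a barcode also moved together across libraries, with a Pearson correlation of log10 totals between 0.990 and 0.992 over the 3195 barcodes, which are not independent replicates. How such reads arose, for example by sample indexes swapped on a sequencer or by a mix-up before counting, was not tested, since it needs the reads. No group of the design gives a biological explanation. Of biological explanations, only cells of each mouse's own culture were tested, and the Y-linked values of LApc above argue against them.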

How the results depend on the processing

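Leaving out shared barcodes and using deep barcodes only were chosen after seeing the data; the other alternatives were written down beforehand. In all, 95 results were recomputed, giving 1091 values. Of these, 468 stayed within the counting interval of the main value, 582 moved beyond it in the same direction or from an interval that spanned 0, and 41 reversed, in 20 results.

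The log2 ratio of Lef1 in LApcL against LApc was reversed under equal weighting of clusters (0.026). It moved to -0.65 at the 10% mitochondrial limit, -0.38 with all deposited barcodes, -0.025 as a mean over cells, -0.40 with a pseudocount of 10 CPM and -0.026 after thinning. Equal weights, the mean over cells and thinning all give weight to shallow barcodes, by construction: of the 10 clusters weighted equally, 5 consisted mainly of shared barcodes. The Lgr5 ratio kept its direction under all 12 alternatives. It moved to 1.34 with all deposited barcodes, 1.75 as a mean over cells, 0.78 under equal weights, 1.25 with the larger pseudocount and 2.16 after thinning.

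The median of the Wnt antagonists in LApcL against LApc stayed below 0 under all 13 alternatives, from -1.81 to -1.15. It moved to -1.81 at the 10% mitochondrial limit, -1.45 as a mean over cells and again -1.45 after thinning, -1.15 under equal weights, -1.64 with the larger pseudocount, -1.69 without shared barcodes and -1.75 in deep barcodes. In LApc against WT it moved to 6.23 with all deposited barcodes, 6.98 without the most abundant genes, 5.06 as a mean over cells, 2.79 under equal weights, 3.78 with the larger pseudocount, 5.10 after thinning, 6.66 without shared barcodes and 6.72 in deep barcodes.

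The Mki67-positive share of LApcL against LApc stayed above 0, and moved to 0.78 at the 10% mitochondrial limit, 0.12 with at least 2 Mki67 UMIs and 0.76 in deep barcodes thinned to 10000 UMIs. The proliferating/TA-like share had an interval that spanned 0. It moved to 0.31 in deep barcodes and to 0.55 in deep barcodes merged without integration. Merging all kept cells without integration, keeping the compared genes and leaving out class markers gave no proliferating/TA-like class, so these have no value. The causes of these moves were not tested.

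The remaining reversals are grouped by alternative, in LApcL against LApc unless stated. Equal weights left out cluster 10, which had under 100 cells per library and carried most Muc2 UMIs, so the Muc2 and goblet values were computed without the cells that carry these genes and are no evidence of a change of direction. Equal weights gave -0.14 for Muc2, -0.018 for Vil1, -0.28 for the genes discussed in organoids, 0.13 for Bmp ligands, -0.26 for reserve stem and crypt genes, 0.012 for the Tcf family, -0.078 for fetal-like and Yap genes, 0.046 for the targeted pair, 0.19, -0.019, 0.020 and -0.18 for enterocyte, goblet, Wnt-high and proliferating/TA markers, and -0.29 for Mki67 in LApc against WT. The mean over cells gave -0.083 for Apc, -0.093 for fetal-like and Yap genes and 0.026 for enterocyte markers, and in LApc against WT -0.46 for Mki67, -0.14 for Bmp ligands and 0.084 for ribosomal protein genes. Thinning gave -0.10 for Apc and -0.14 for fetal-like and Yap genes, and in LApc against WT -0.19 for Mki67 and 0.086 for ribosomal protein genes.

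Leaving doublets in, or using Scrublet's automatic threshold, gave -0.21 for Chga, -0.26 for the genes discussed in organoids and -0.003 for enteroendocrine markers under both. All deposited barcodes gave -0.16 for Chga, -0.22 for the genes discussed in organoids, -0.012 for fetal-like and Yap genes and -0.030 for enteroendocrine markers, and 0.10 for ribosomal protein genes in LApc against WT. The larger pseudocount gave -0.10 for the genes discussed in organoids. The 10% mitochondrial limit gave, in LApc against WT, -0.19 for Bmp ligands and -0.24 for stem markers. Leaving out shared barcodes gave -0.093 for fetal-like and Yap genes, and deep barcodes gave -0.11 for them and -0.14 for the genes discussed in organoids. The cause was not tested in any of these. Chga, with 26 and 68 UMIs, is limited by its depth.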

Other observations

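In this part, the tests of sex, of shared barcodes and of undeleted cells were chosen after the result was seen, as were the values outside 1 cluster of LApc and those within clusters of all kept cells; the tests of scaling and of cell populations were written down before they were run.

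Xist and Y-linked genes split the libraries. With shared barcodes left out, Xist stood at 1295 CPM in LApc, 1.16 CPM in WT and 0.290 CPM in LApcL. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together stood at 148 CPM in WT and 151 CPM in LApcL, and LApc had 1 UMI of them. Mice of different sex may explain this: the LApc organoids would come from female and the others from male tissue. Sex, and the 29 against 21 days after tamoxifen, therefore differ between LApc and both other libraries along with genotype. Any difference between libraries, including those of the Wnt antagonists and Lgr5, could in part reflect them, and with 1 library per group this stays open and untested.

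The Wnt antagonists were lower in LApcL than in LApc, with a median log2 ratio of -1.72. Shared barcodes as the cause are argued against by -1.69 without them, and the scaling of the libraries by -1.70 with median-of-ratios factors. The loss of 1 cell population alone stays open. In deep barcodes merged without integration, cluster 1 held 923 of 1833 LApc cells, 13 of 1545 LApcL cells and 0 of 996 WT cells, where 3 counts would make 0.301% and the exact 95% upper limit is 0.370%. By its markers this cluster was Wnt-high-like, with 50.4% of LApc and 0.841% of LApcL deep cells; no such class was named in the integrated clusters. It held 43.9% of the UMIs of the deep LApc cells but 97.8% of their Wif1, 96.5% of Dkk3, 89.9% of Notum, 84.9% of Nkd1, 72.0% of Dkk2, 56.6% of Axin2, 74.5% of Lef1 and 22.8% of Lgr5 UMIs. Outside it, the median log2 ratio of the 6 antagonists was 0.39, with 1 of 6 lower in LApcL.

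Among clusters with at least 100 cells of both libraries, the largest, cluster 0 with 655 LApc and 1073 LApcL cells, had a median of 0.81, and cluster 3, with 157 and 194 cells, had -0.66 with 5 of 6 genes lower. The 2 clusters disagree. With all kept cells merged without integration, clusters that held few shared barcodes disagreed as well. Cluster 1 there, with 1055 LApc and 1891 LApcL cells, had a median of -1.37 with 6 of 6 genes lower, and cluster 7, with 352 and 877 cells, had -0.83 with 4 of 6 lower. Cluster 2, with 899 and 1321 cells, had 0.25 with 2 of 6 lower. The first 2 were shallow, with medians of 4179 and 4310 UMIs in cluster 1 and 646 and 640 UMIs in cluster 7, against 39320 and 32455 UMIs in cluster 2. The falls in clusters 1 and 7 go against the loss of 1 population as the whole cause, unless these clusters held enough of its cells to produce them. Cluster 8, led by Npy, held 909 LApc and 21 LApcL cells. In LApc, Npy stood at 897 CPM there, 12.6 CPM in cluster 1 and 67.8 CPM in cluster 7. Ifitm1 stood at 3742, 392 and 726 CPM. Nkd1 and Notum had 1069 and 678 CPM in cluster 8 of LApc. From LApc to LApcL they fell from 629 to 231 and from 321 to 118 CPM in cluster 1. By Npy alone, cells like those of cluster 8 would be too few in cluster 1 to account for these falls. But other transcripts were also low in cluster 1. In LApcL, Reg3b stood at 291 CPM there and 1507 CPM in cluster 2, and Ly6a at 46.8 and 552 CPM. Nkd1 was not lower, at 231 and 192 CPM. Low Npy therefore cannot show that such cells were few, and whether Npy marks them at any depth was not tested. Their loss as the whole cause stays open for clusters 1 and 7. Cluster 1 of the deep barcodes is likewise nearly all from 1 library and is led by genes such as Npy and Mt3. It held 99.19% of the Npy UMIs of the deep LApc cells and 90.35% of their Ifitm1 UMIs. Outside it, Npy stood at 5.44 CPM in LApc and 0.038 CPM in LApcL. Ifitm1 stood at 306 and 568 CPM, higher in LApcL. The higher levels of these genes in LApc thus came mostly from this cluster. The cluster may be a state of cells that LApcL lacks, or it may be the LApc culture. These cannot be told apart here. Drawing antagonist-rich cells into a cluster of 1 library lowers the level in the LApc cells left outside it. Outside cluster 1, Lgr5 stood at 47.2 CPM in LApc and 96.2 CPM in LApcL.

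Lef1 transcripts remained in LApcL, with a log2 ratio of -0.46. Undeleted cells with the expression of the LApc library would leave the Wnt antagonists at about the same fraction of LApc as Lef1 or above it. Their median was -1.72, which argues against such cells as the whole source, although Axin2 (-0.29) and Dkk2 (-0.32) fell less than Lef1. Transcripts of the deleted gene that keep their 3′ end, and undeleted cells with another profile, could also give these counts. Outside cluster 1 of the deep barcodes, Lef1 stood at 34.0 CPM in LApc and 52.6 CPM in LApcL. The paper states that Lef1 deletion was verified before its LApc and LApcL organoids were analysed. The exons read were not analysed here, so the source of these counts stays open.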
